A study of Mus musculus with 8 samples. Its data were reported in "Cellular taxonomy of Hic1+ mesenchymal progenitor derivatives in the limb: from embryo to adult" (2022).

How the data were processed

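Single-cell suspensions of mouse forelimbs were profiled in 8 libraries, 6 of sorted tdTomato+ cells (E11.5, E12.5, E13.5, E14.5, E16.5 proximal and E16.5 distal) and 2 of whole E11.5 limbs. Groups were taken from the GEO labels. According to the methods of the paper, forelimbs of several embryos were pooled for the sorted libraries, cells carrying blood and endothelial surface markers were excluded in the sort, and the whole limb libraries hold all lineage-negative cells. The deposited matrices hold raw UMI counts per gene and cell barcode, which the authors made by aligning reads to a modified mm10 reference with the Cell Ranger count pipeline. Per the file headers, 5 of the sorted libraries were counted with Cell Ranger 3.0.2 and the E16.5 distal library with 6.0.1. The headers of both whole limb matrices name no version. According to the methods, libraries up to E13.5 used the v2 reagent kit and all later ones the v3 kit. All 8 feature tables list the same 28001 identifiers, of which 3 are added sequences (tdTomato, CreERT2 and SSM2GFP). The meaning of the name SSM2GFP was not worked out. The lowest number of UMIs of any barcode was between 500 and 502 in the sorted libraries and 2396 and 2274 in whole 1 and whole 2.

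Cells with at least 3000 UMIs, the study's filter, and at most 10% mitochondrial UMIs, a limit chosen here because the methods give no number, were kept (53085 of 57469 barcodes). The filter kept 74.2% of the E11.5 sorted barcodes and between 88.8% (E13.5) and 98.6% (whole 2) of those of each other library. Counts of each cell were scaled to a common total and log-transformed, 2000 variable genes were reduced to 50 principal components, and cells were joined to their 25 nearest neighbours and clustered with the Leiden algorithm at resolution 1 (scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, Python 3.11.15). The time course, the E16.5 segments and the E11.5 libraries were clustered separately. *Hic1*, the transgenes, *Osr1*, *Pdgfra*, *Aldh1a2*, *Lhx9*, *Msx2*, Hox genes, mitochondrial genes and sex-linked genes were left out of clustering. A cluster was named after the class, of 16, with the highest share of markers at a log2 fold of at least 1 over the other cells and detected in at least 10% of its cells. Between classes with equal shares the higher mean log2 ratio over the markers decided, which named 4 clusters (344 dermal fibroblast-like cells of the time course, 674 mitotic-like and 126 chondrocyte-like cells of the E16.5 segments and 1126 tenocyte-like cells at E11.5). It stayed unnamed with fewer than 3 such markers, or where its top 10 genes held more markers of another class. Clusters led by genes of a list of 14 muscle fibre genes also stayed unnamed, a rule added after the clusters had been seen. Names carry the ending "-like" because no authors' annotation was used.

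Each share is given with its exact (Clopper-Pearson) binomial 95% interval and each sum of UMIs with its exact Poisson 95% interval. These intervals cover counting error only. With 1 library per group no test was made and no p-value is given. Shares of cells with a UMI were compared with every cell thinned to 3000 UMIs. This leaves out the shallower barcodes, which numbered 1079 at E11.5, 272 at E12.5, 771 at E13.5, 700 at E14.5, 486 at E16.5 proximal, 534 at E16.5 distal, 124 in whole 1 and 78 in whole 2. Values in CPM were computed from UMIs summed over the cells of a library. A gene with 0 UMIs was given a floor of 3 UMIs over the library, from which a fold is stated as a lower bound. Single libraries were ranked by the ratio of CPM + 1 among genes at 50 CPM or more in the higher library, leaving out haemoglobin, mitochondrial and sex-linked genes, and the 6 genes with the largest ratio in each direction are named. The same number per direction was named in the E11.5 test, among genes past the threshold, at 50 CPM or more and beyond both whole limb libraries, except that 1 gene is not reported here. A fixed list of genes from the paper's text was examined in addition. These rules, the marker lists and the main designs were fixed before the data were examined.

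The E11.5 sorted library was tested against the 2 whole limb libraries on UMI counts summed over cells outside myogenic-, epithelial-, endothelial-, immune-, erythroid- and glial-like clusters. The test was the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM scaling, its filter on low counts and Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were run as alternatives. The tests were tested on simulated data with 200 genes of this comparison changed 4-fold, where 14780 genes passed the filter. Of the 200 changed genes edgeR called 182 (91%) with 9 false calls, DESeq2 156 with 0 false calls and limma-voom 183 with 16 false calls. All 3 libraries were drawn with the spread fitted by edgeR, so the sorted library varied like the others by construction. Far fewer genes were changed than the 8046 called in the data. These false calls therefore do not show how many calls are false in the real test.

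Other alternatives were the clustering resolution (0.5 and 2), clustering each library on its own, thinning before clustering, calling cells by at least 3 markers at 3000 UMIs, a minimum of 1000 UMIs or all barcodes, a mitochondrial limit of 5%, TMM scaling and the removal of doublets. Leaving ribosomal-protein and predicted genes out of clustering, and counting the clusters led by muscle fibre genes as fibroblast-like, were added after the data had been seen. So were clustering the sorted E11.5 cells with the whole limb libraries as an alternative for the mitotic-like share, and all alternatives for the other classes compared between the E16.5 segments. Doublets were kept in the main analysis. Scrublet marked 2.86% of the E16.5 proximal cells but under 0.5% of every other library, so there the highest-scoring cells were removed instead, at 0.8% per 1000 barcodes. Gene positions were taken from the GENCODE vM21 annotation of GRCm38, the assembly also called mm10, in which 27722 of the 28001 identifiers were found. The single-cell chromatin and adult muscle data of the study were not used here.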

Results

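Gene expression of single cells from embryonic mouse forelimbs was profiled with 10x Genomics 3′ droplet libraries, in which a unique molecular identifier (UMI) marks each captured transcript. The mice of the sorted libraries were labelled as homozygous for a *Hic1* CreERT2 allele and for a Rosa26 tdTomato reporter that Cre recombinase switches on. *Hic1* encodes a transcriptional repressor, and the dams received 7.5 mg of tamoxifen at embryonic day 10, so that tdTomato marks cells that expressed *Hic1* then and their descendants. There were 8 libraries. Of these, 5 formed a time course of sorted tdTomato+ cells (E11.5, E12.5, E13.5, E14.5 and the proximal segment of E16.5 forelimbs), 1 held sorted tdTomato+ cells of the distal E16.5 segment, and 2 held cells of whole E11.5 limbs (whole 1 and whole 2). The labels describe whole 1 and whole 2 as holding both tdTomato+ and tdTomato- cells, and the methods of the paper give them the same *Hic1* CreERT2 and tdTomato alleles. Each sorted group was 1 library, so no spread between replicates can be given for it. The intervals given for these groups are exact 95% intervals and cover counting error only.

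The time-course libraries held 32957305 (E11.5), 44640777 (E12.5), 46648357 (E13.5), 135534751 (E14.5) and 236408650 UMIs (E16.5 proximal). The E16.5 distal library held 160375326 UMIs, and the whole limb libraries held 51674380 and 51505671 UMIs. The 5 time-course libraries together had 37052 barcodes. A minimum of 3000 UMIs per cell left 33744 of them, and a mitochondrial limit of 10% then left 33492 cells. The corresponding numbers for the E16.5 segments were 20777, 19757 and 19556, of which 11109 cells were proximal and 8447 distal. The median UMIs per filtered cell ranged from 6788 at E13.5 to 18473 at E16.5 proximal. At E11.5, 25.3% of the barcodes of the sorted library had fewer than 3000 UMIs, and their median mitochondrial share was 19.5%. Stage was not separable from library chemistry, because the libraries up to E13.5 were made with the v2 kit and those of E14.5 and E16.5 with v3. Stage was also not separable from the part of the limb, because the E16.5 proximal segment lacks the autopod (the hand).

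*Hic1* and the reporter were examined first, as a check of the labels. *Hic1* (ENSMUSG00000043099) lies on the minus strand of chromosome 11 from 75164565 to 75169519 in GRCm38. In the sorted libraries it was at 23.7 CPM (UMIs of a gene scaled to a fixed library total) at E11.5, 38.0 at E12.5, 26.3 at E13.5, 27.5 at E14.5, 22.0 at E16.5 proximal and 27.9 at E16.5 distal. Whole 1 and whole 2 had 0.702 (0.491 to 0.971) and 0.741 (0.524 to 1.02) CPM of *Hic1*. The reporter was at 454 CPM in the E11.5 sorted library and at 3.88 and 4.21 CPM in the whole limb libraries. At least 3 tdTomato UMIs were counted in 62.3% of the sorted E11.5 cells and in 0 of 11146 whole limb cells, where the highest number in a cell was 2. The tdTomato+ cells named in the labels of whole 1 and whole 2 were therefore not detectable by this measure, and these libraries are called whole limb only after their labels and the methods. With every cell thinned to 3000 UMIs, 67.1% of the sorted E11.5 cells had a tdTomato UMI (87.8% unthinned), against 1.23% of whole 1 and 1.37% of whole 2 (3.46% and 3.63% unthinned). The median depths of these libraries were 8992, 8850.5 and 8593.5 UMIs per cell.

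**Figure D1:**
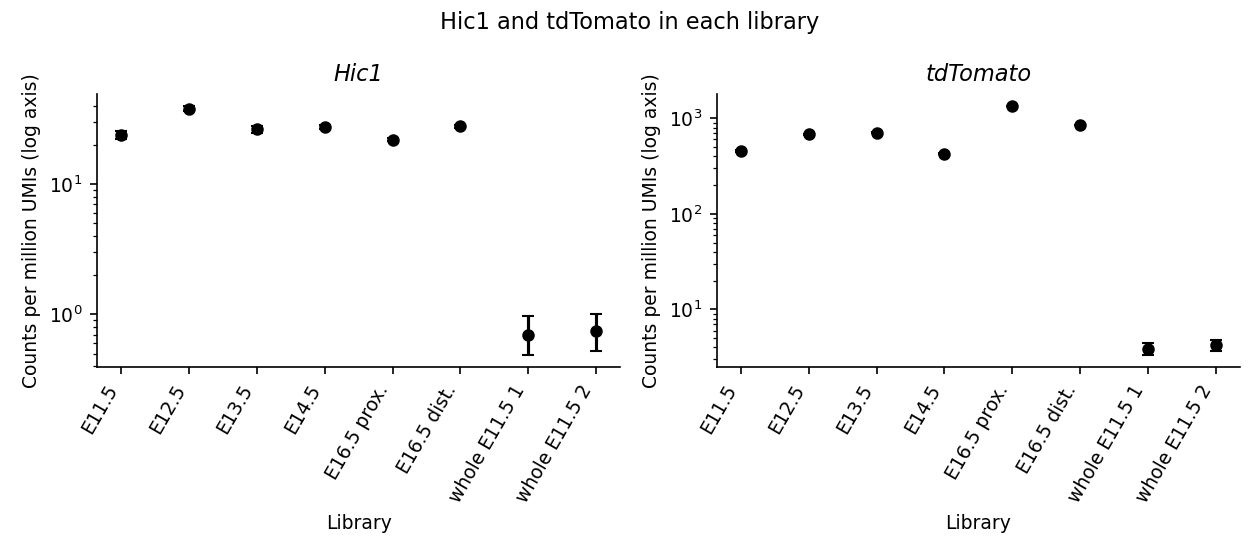
CPM of *Hic1* and tdTomato (vertical log axes) in each of the 8 libraries (horizontal axis), with points for the libraries and bars for exact 95% Poisson intervals. The 6 sorted libraries lie between 22.0 and 38.0 CPM for *Hic1*, and the whole limb libraries at 0.702 and 0.741.

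The next comparison asked whether tdTomato+ cells differed from the other mesenchymal cells of the E11.5 limb. Clustering of the 14311 filtered cells of the 3 E11.5 libraries gave 20 clusters. Of these, 3 consisted of at least 95% sorted cells and held 89.1% of the sorted cells, and 15 consisted of at least 95% whole limb cells and held 99.0% of the whole limb cells. Because the sorted cells came from 1 library, a cluster of sorted cells can also be a cluster of that library.

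UMIs were then summed per library over mesenchymal cells, which were 3155 sorted cells, 5087 cells of whole 1 and 5334 cells of whole 2. The whole limb libraries were used as 2 samples, since they differed in sex: at equal depth 87.0% of the cells of whole 1 had an *Xist* UMI and 0.586% a UMI of Y-linked genes, against 31.9% and 30.9% in whole 2. In the quasi-likelihood test of edgeR, 8046 of 15059 genes passed a Benjamini-Hochberg adjusted threshold of 0.05, 4049 of them higher and 3997 lower in the sorted cells. For 7966 of the 8046 genes the sorted library lay outside both whole limb libraries. This test had 1 residual degree of freedom and took the lone sorted library to vary like the libraries labelled as whole limb, whose biological coefficient of variation was 7.39%. Testing without a filter on low counts moved the number most, to 4171 genes. Of 101 genes fixed from the study's text, 87 were tested, and 68 passed over all genes tested (24 higher and 44 lower in sorted cells) and 70 when adjusted over the list alone. The list holds all 39 Hox genes, and some of its other genes were named in the study from these same libraries.

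Among genes at 50 CPM or more, tdTomato had the largest increase (log2 fold change 6.64 ± 0.11, SE). *Dcn* rose by 3.78 ± 0.13 on the log2 scale, from 5.57 and 4.90 CPM in the whole limb libraries to 81.6 CPM (edgeR, adjusted p = 1.2e-185). *Iffo1* rose by 4.44 ± 0.12, from 4.52 and 3.98 to 105 CPM. *Rps27* (5.03) and *Hist1h2ap* (4.47) also had large increases. Both may share reads with near-identical copies, which was not tested, and are treated as uncertain. *Rps27* stayed between 1412 and 3080 CPM in all 6 sorted libraries while it was at 44.4 and 59.4 CPM in the whole limb libraries. The largest decrease was that of *Hoxd13* (ENSMUSG00000001819), which lies on the plus strand of chromosome 2 from 74668310 to 74671599. *Hoxd13* was at 7.6 CPM in sorted cells and at 133 and 114 CPM in the whole limb libraries (log2 fold change -4.20 ± 0.13, edgeR, adjusted p = 4.2e-225). *Lhx2* (-3.88), *Lmo2* (-3.87), *Lhx9* (-3.84), *Msx2* (-3.82) and *Msx1* (-3.80) followed, with standard errors between 0.12 and 0.14. The adjusted p-values of *Dcn* and *Hoxd13* depended strongly on the setting. Both were 0.0150 without a filter on low counts, and they were 3.0e-21 and 6.1e-22 with doublets removed (edgeR). The study named marker genes for the sorted and the other mesenchymal cells from these same libraries, so their direction here is no independent test. Of these markers, *Hic1* was higher in sorted cells by 4.75 ± 0.18 and *Aldh1a2* by 3.02 ± 0.13, and *Lhx9* and *Msx2* were lower as given above.

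**Figure D2:**
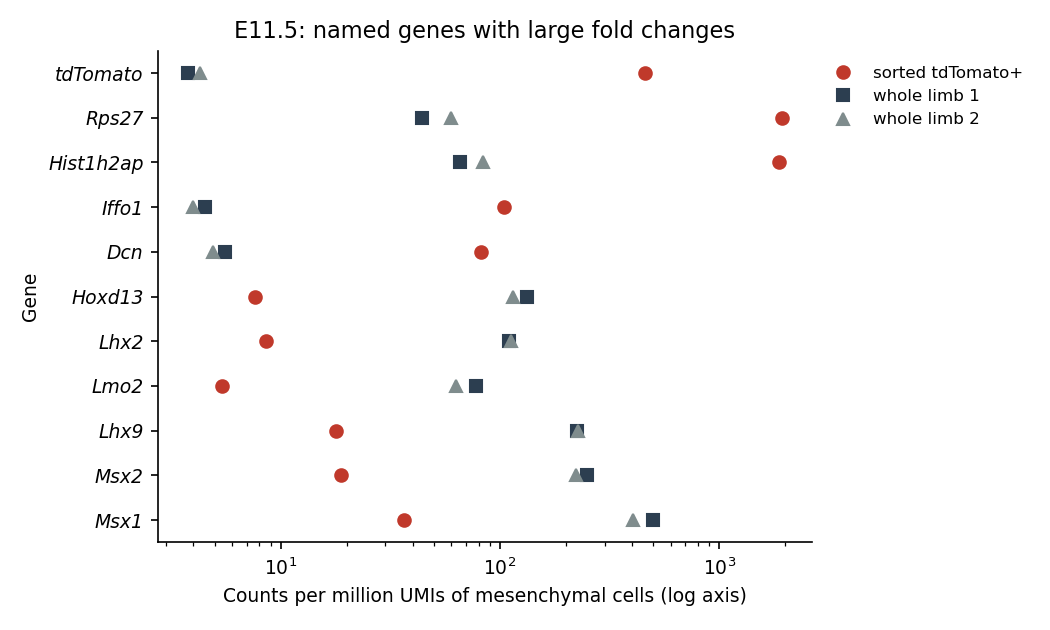
CPM (horizontal log axis) of the genes named for this comparison by the size of their fold change (vertical axis) in summed mesenchymal cells, with 1 point for the sorted library and 1 for each whole limb library. For *Hoxd13* the sorted library lies at 7.6 CPM and the whole limb libraries at 133 and 114.

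The time course was used to ask which cell types tdTomato+ cells gave rise to. Clustering of the 33492 cells gave 33 clusters, of which 23 had over 90% of their cells from 1 library and 19 could be named from fixed markers. Shares below are of cells outside epithelial-like clusters, which held 0.823% of the E14.5 cells and 8.43% of the E16.5 proximal cells. Mitotic-like cells made up 41.1% (39.4 to 42.8) of the cells at E11.5, 22.8% at E12.5, 17.8% at E13.5, 9.66% at E14.5 and 8.57% at E16.5 proximal. The E11.5 share depended on the cells clustered with it. It was 21.9% with the library clustered on its own, and 0.379% (12 of 3165 cells) in the clusters made together with the whole limb libraries, the setting that moved it most. In the latter, 1125 other sorted cells were in a cluster with 3 mitotic and 3 tenocyte markers raised and histone genes among its leading genes. The tie was resolved as tenocyte-like, so that 0.379% depends on this name. Cells with at least 3 mitotic markers at 3000 UMIs were 35.5% at E11.5, 20.03% at E12.5, 15.9% at E13.5, 10.8% at E14.5 and 12.2% at E16.5 proximal, so that the last step went the other way. They were 52.0% of the cells in each of whole 1 and whole 2. Early mesenchymal progenitor-like cells fell from 58.5% (56.8 to 60.2) at E11.5 to 43.6% at E12.5 and 5.91% at E13.5. Of the 4267 cells of this class, 43.4% came from E11.5, 48.1% from E12.5 and 8.48% from E13.5. By at least 3 markers of this class the shares were 98.9%, 97.3%, 54.1%, 29.1% and 17.2% over the 5 libraries, with a much smaller step to E12.5. Perichondrial-like cells were 7.85% at E12.5 and 25.2% at E13.5, or 1.70% and 4.39% by 3 markers.

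Fibroblast-like cells were 0 of 3165 cells at E11.5, which allows a share of up to 0.116%, and 6 of 8312 cells (0.0722%) at E14.5. At E16.5 proximal they were 24.1% (23.3 to 24.9). Counting cells with at least 3 fibroblast markers, the shares were 0 up to E13.5, 1.86% at E14.5 and 32.0% at E16.5 proximal. A further 29.2% of the E16.5 proximal cells (2966 cells) had fibroblast markers but were led by muscle fibre genes. This cluster was left unnamed by a limit set after the data were seen, and its share was 0.0361% at E14.5, 0.0212% at E12.5 and 0 at E11.5 and E13.5. With these cells counted as fibroblast-like the share was 53.2%. Thinning all cells before clustering moved the share most, to 53.3%. Pericyte-like cells were 0.126% (0.0344 to 0.323) at E11.5, 0.0424% at E12.5, 0.0653% at E13.5 and 0.313% (0.204 to 0.458) at E14.5, where the interval overlaps that of E11.5. They were 3.71% (3.35 to 4.09) at E16.5 proximal, where 1.43% of cells had at least 3 pericyte markers. Dermal fibroblast-like cells were 14.1% at E14.5 and 14.8% at E16.5 proximal, or 3.43% and 3.62% by 3 markers. Clusters named chondrocyte-like held 10.5% and those named tenocyte-like 6.74% of the E16.5 proximal cells, and under 0.1% of each earlier library. Single cells with at least 3 chondrocyte markers were present throughout, at 8.66%, 10.5%, 23.5%, 9.47% and 11.9% over the 5 libraries, and those with 3 tenocyte markers were 0.695%, 1.85%, 6.97%, 8.83% and 11.3%. An unnamed cluster with 1270 cells of E14.5 had 7 chondrocyte and 5 tenocyte markers raised. The time at which these types appear therefore cannot be read from the named clusters. Clusters without a name held 25.7% of the cells at E12.5, 50.9% at E13.5, 75.6% at E14.5 and 31.5% at E16.5 proximal, and the shares of the named classes do not count those cells.

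**Figure D3:**
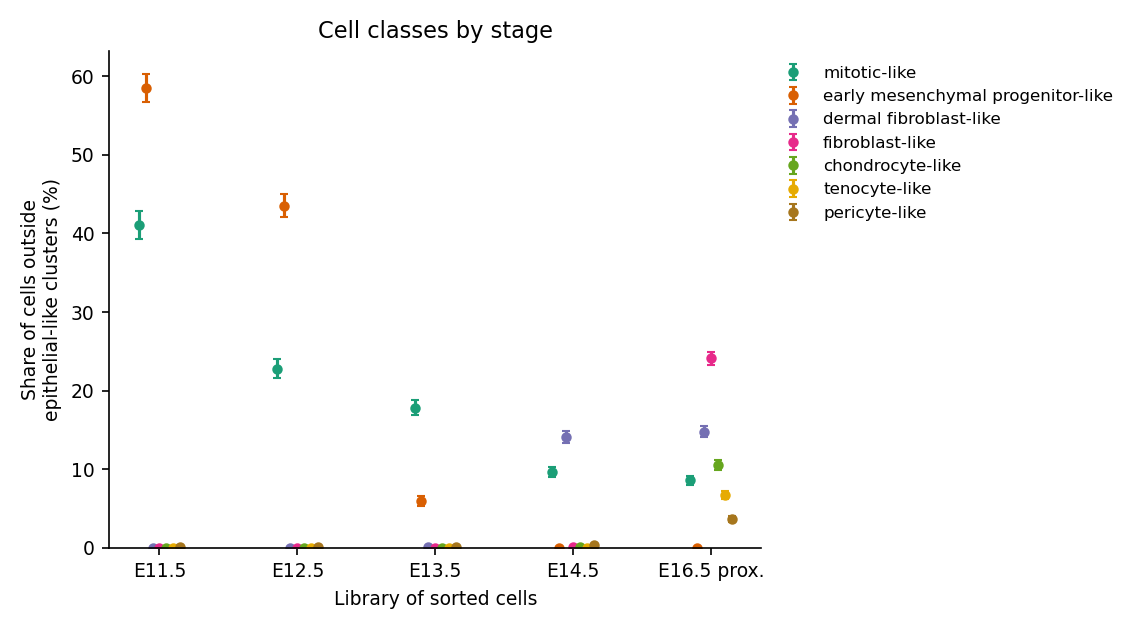
Share of cells outside epithelial-like clusters in % (vertical axis) for 7 cell classes in the 5 time-course libraries (horizontal axis), with bars for exact 95% binomial intervals. Mitotic-like cells fall from 41.1% at E11.5 to 8.57% at E16.5 proximal, and fibroblast-like cells are at 24.1% at E16.5 proximal.

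For the stage comparison of single genes, UMIs were summed over cells outside epithelial-like clusters. *Dpt* (ENSMUSG00000026574, plus strand of chromosome 1 from 164796644 to 164824266), a marker of fibroblasts, had 0 UMIs among 31500092 at E11.5. It was at 0.0452 CPM at E12.5, 0.727 at E13.5, 18.9 at E14.5 and 143 (142 to 145) at E16.5 proximal. Against a floor of 3 UMIs at E11.5 this was at least 1506-fold higher, or 10.56 on the log2 scale, and the setting that moved this limit most was thinning to 3000 UMIs per cell, which lowered it to 8.70. *Mfap5* rose from 0.317 to 475 CPM, *Clec3b* from 0.413 to 217, *Cd34* from 1.17 to 172 and *Ly6a* from 0.286 to 51.2 between E11.5 and E16.5 proximal. *Hmga2* fell at each step, from 781 CPM at E11.5 to 481, 245, 62.0 and 14.8. *Id2* fell from 2027 to 117 CPM between the same end points. *Tnmd* rose from 1.27 to 351 CPM and *Col2a1* from 192 to 2062. Among genes at 50 CPM or more in the higher of these libraries, ranked by the ratio of CPM + 1, those with the largest increases were *Matn1*, *Rps12*, *Mfap5*, *Postn*, *Mgp* and *Col14a1*. *Matn1* had 3 UMIs at E11.5 and was at 602 CPM at E16.5 proximal, a ratio of 6325 (2164 to 30672). *Rps12* was at 8.13 CPM or less in every library up to E13.5 and at 2412 or more in every later one, where the kit also changed, so its change cannot be assigned to stage. The largest decreases were those of *Hist1h2ap*, *Hmga2*, *Dusp6*, *Rpl29*, *Car14* and *Nnat*. *Hist1h2ap* and *Rpl29* may share reads with near-identical copies, which was not tested, and are treated as uncertain. *Hoxd13* was at 58.8 CPM at E14.5 and at 1.99 at E16.5 proximal, the segment that lacks the autopod.

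The study described no myogenic progeny of these cells, so the myogenic transcription factors *Myod1*, *Myf5* and *Pax7* were counted. With cells thinned to 3000 UMIs, 31 of 41939 cells of the 6 sorted libraries had a UMI of any of the 3 genes, a share of 0.0739% (0.0502 to 0.105). The unthinned share was 0.298%, which was the setting that moved it most. The highest share among the sorted libraries was 0.162% (0.0961 to 0.256) at E16.5 proximal, at a median depth of 18473 UMIs. Whole 1 and whole 2 had 3.37% and 2.97%. Outside myogenic-like clusters, the whole limb cells had 0.291% (0.163 to 0.480) and 0.501% (0.330 to 0.728), at median depths of 8709.5 and 8450 UMIs. Those libraries held over 5% myogenic-like cells, so this share is no measure of free RNA in a sorted library. In 3 sorted libraries the UMIs lay in few cells. Without thinning, 3 cells held 31 of the 35 UMIs of these genes at E11.5, 3 cells held 36 of 38 at E12.5, and 14 cells held 200 of 271 at E16.5 proximal. At E13.5, E14.5 and E16.5 distal, with 4, 5 and 25 UMIs, 0 cells had 3 or more. Clustering with the whole limb libraries placed 6 of the sorted E11.5 cells (0.190%) in the myogenic-like cluster. At E16.5 proximal, 5 of 10173 cells (0.0491%) had at least 3 myogenic markers, and the other 5 sorted libraries had 0 such cells. The embryonic myosin gene *Myh3*, which the study also described as not detectable, was not lower in all sorted libraries. At 3000 UMIs it had a UMI in 0.394% (0.271 to 0.553) of the E14.5 and 0.207% of the E16.5 proximal cells. The shares were 0.183% (0.0878 to 0.336) in whole 1 and 0.176% in whole 2, and at most 0.118% in each other sorted library. Stage and kit differ in this comparison, since the whole limb libraries are of E11.5 and the v2 kit. Among the sorted cells of E11.5, 0 of 3165 had a *Myh3* UMI, which allows a share of up to 0.116%.

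The E16.5 segments were compared to ask how the lineage differed along the limb. The 19556 cells were clustered on their own into 28 clusters, 19 of them named and 14 with over 90% of their cells from 1 library. Fibroblast-like cells were 19.4% (18.6 to 20.2) of the proximal and 8.71% (8.12 to 9.34) of the distal cells, a difference of -10.7 percentage points for distal minus proximal. The difference was -3.33 points when cells were called by at least 3 fibroblast markers (32.0% and 28.7%), the setting that moved it most. Chondrocyte-like cells were 10.4% of proximal and 0.80% of distal cells, or 11.9% and 6.17% by 3 markers, and the difference shrank to -0.997 points at resolution 2. An unnamed cluster of 403 distal and 2 proximal cells had 7 chondrocyte markers raised but a leading gene of another class. The size of the chondrocyte-like difference therefore depends on the naming rule. Tenocyte-like cells were 6.82% and 11.9%, but 11.3% and 7.76% by 3 markers. This difference changed sign under 8 alternatives and kept it under 1, so no direction is given for tenocyte-like cells. Pericyte-like cells were 4.03% and 2.41% (1.43% and 0.704% by 3 markers), and mitotic-like cells 14% and 8.95% (12.2% and 9.26%). Unnamed clusters held 30.4% of proximal and 51.6% of distal cells, so these differences hold for the named clusters alone.

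Hox genes, which record position along the limb, were compared between the segments where either had 10 CPM or more. Of 39 Hox genes, 13 met this minimum, with 8 higher in the distal and 5 higher in the proximal library. Of the 26 genes below it, 7 were higher in the distal and 18 in the proximal library and 1 had no UMI, so that over all 39 genes 15 were higher in distal and 23 in proximal cells. *Hoxa13* (ENSMUSG00000038203, minus strand of chromosome 6 from 52257694 to 52260880) was at 0.507 CPM in proximal and 31.7 CPM in distal cells, a log2 ratio of 5.96 (5.68 to 6.26). The ratio for *Hoxd13* was 5.31, from 1.99 to 79.0 CPM. Ratios fell over *Hoxd12* (2.77), *Hoxa11* (2.11), *Hoxd11* (1.48) and *Hoxd10* (0.91). *Hoxa10* (0.15) and *Hoxa9* (0.14) differed little. The genes higher in proximal cells were *Hoxd9* (-0.37), *Hoxd8* (-0.83), *Hoxa7* (-1.08), *Hoxc6* (-2.78) and *Hoxb2* (-2.90). Below the minimum, *Hoxc8* (644 UMIs in proximal and 16 in distal cells, -4.99), *Hoxb4* (1452 and 71, -4.01) and *Hoxc4* (1537 and 130, -3.22), chosen after their values were seen, had larger ratios toward proximal. Thinning to 3000 UMIs per cell moved the *Hoxa13* ratio most, to 6.31. Among genes at 50 CPM or more in the higher library, the largest ratios of CPM + 1 toward distal were those of *Rpl29*, *Hoxd13*, *Gm10076*, *Spag7*, *Gm26778* and *Mecom*, and toward proximal those of *Gm3550*, *Gm10263*, *Matn1*, *Epyc*, *3110079O15Rik* and *Col9a3*. *Rpl29*, *Gm10076*, *Gm3550* and *Gm10263* may share reads with near-identical copies, which was not tested, and are treated as uncertain. The distal library was counted with a later software version than the proximal one.

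**Figure D4:**
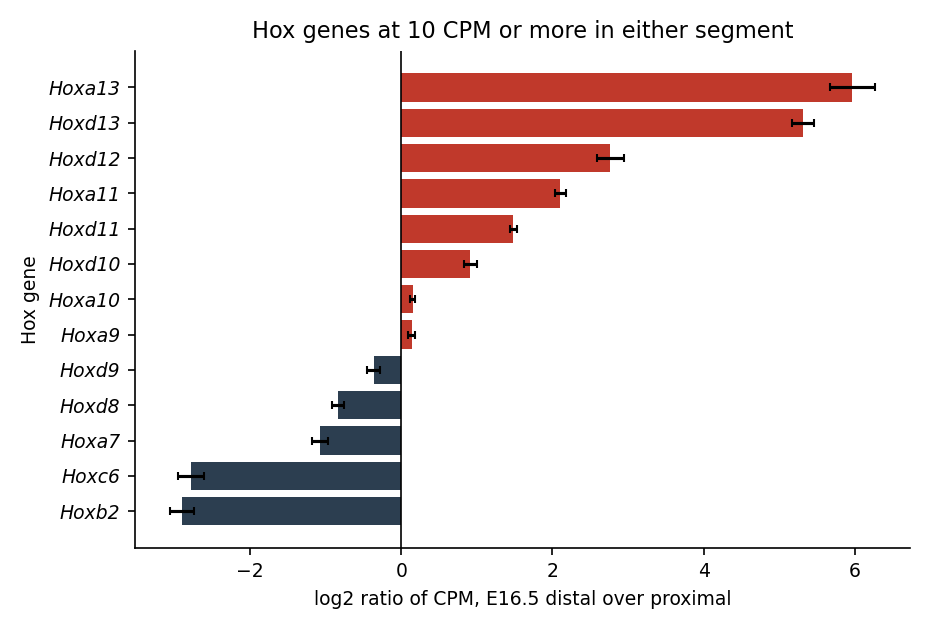
log2 ratio of CPM, distal over proximal (horizontal axis), for the 13 Hox genes at 10 CPM or more in either E16.5 library (vertical axis), with bars for the ratios and lines for exact 95% counting intervals. The ratios run from 5.96 for *Hoxa13* to -2.90 for *Hoxb2*.

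*Hic1* itself, which had been left out of clustering, was compared between cell classes at E16.5, since the study described its loss in differentiated cells. In the proximal library the CPM of *Hic1* in chondrocyte-like cells was 0.131 (0.0997 to 0.169) of that in fibroblast-like cells, from 62 and 1129 UMIs. The value moved most when the library was clustered on its own, to 0.0474. The ratio to fibroblast-like cells was 0.472 (0.388 to 0.569) in tenocyte-like, 0.660 (0.589 to 0.738) in dermal fibroblast-like and 1.26 (1.10 to 1.45) in pericyte-like cells. It was 1.20 (1.09 to 1.32) in mitotic-like cells and highest, at 1.76 (1.64 to 1.89), in cells of unnamed clusters. In the distal library, whose classes come from the clustering of the segments, the 67 chondrocyte-like cells had 1 UMI of *Hic1*, a ratio of 0.0288 (7.3e-04 to 0.162). This leaves out the unnamed cluster of 403 distal cells with 7 chondrocyte markers raised. The distal ratios were 0.762 (0.647 to 0.896) in tenocyte-like cells, above the proximal interval, 0.641 (0.532 to 0.771) in dermal fibroblast-like and 1.46 (1.20 to 1.77) in pericyte-like cells. They were 1.25 (1.09 to 1.44) in mitotic-like, 1.34 (1.09 to 1.64) in early mesenchymal progenitor-like and 1.74 (1.55 to 1.95) in unnamed cells. The tenocyte-like values compare unlike cells. Of the 1001 distal ones, 593 were in a cluster with 3 tenocyte markers raised, while the proximal cluster had 7 raised. Distal perichondrial-like cells were low, at 0.225 (0.111 to 0.408) from 11 UMIs. *Osr1*, which was also left out of clustering, had a ratio of 0.130 (0.112 to 0.151) in proximal chondrocyte-like cells, and *Pdgfra* had 0.479 (0.449 to 0.511).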

Values the study reported

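The study reported 32,225 profiled cells over the time course from E11.5 to E16.5. Its methods removed cells with fewer than 3000 UMIs or high mitochondrial content and epithelial cells of E16.5. They do not say which of these steps the number follows. It reported that its earliest progenitor populations drew 32% of their cells from E11.5 and 62% from E12.5. For the E16.5 segments it reported 7758 distal and 9275 proximal tdTomato+ cells. By flow cytometry, it reported that tdTomato+ cells were 0.45 ± 0.16% of the mesenchymal cells of the forelimb at E11.5.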

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

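All tests in this part were chosen only after the result was seen.

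The feature tables hold 2 added sequences besides tdTomato, named CreERT2 and SSM2GFP, which no comparison of the report uses. Both stood out because they had UMIs in sorted libraries above the level in the whole limb libraries. CreERT2 was at 1.66 CPM (1.47 to 1.88) in the E16.5 distal library, where it was highest, and had 0 UMIs in whole 1 and whole 2. SSM2GFP was at 3.54 CPM (3.25 to 3.85) in the same library and had 1 and 0 UMIs in whole 1 and whole 2. The whole limb libraries are weak controls, since they also had almost no *Hic1*, at 0.702 and 0.741 CPM.

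Reads of the abundant tdTomato transcript counted for CreERT2 would give a like ratio in every library. The ratio of CreERT2 to tdTomato instead differed 5.58-fold between the highest and the lowest of the 6 sorted libraries, from 0.349 (0.113 to 0.816) per 1000 tdTomato UMIs at E11.5 to 1.95 (1.72 to 2.20) at E16.5 distal, which argues against that source. Transcription from the *Hic1* locus, where the allele lies, may be the source of the CreERT2 UMIs. Cells with a CreERT2 UMI had more *Hic1* CPM than the other cells of their library beyond counting error in 5 of the 6 sorted libraries, with ratios between 1.54 and 3.93. The exception was the lowest, at E12.5 (1.54, 0.817 to 2.64). These cells were somewhat deeper, with medians of 20146.5 against 17182 UMIs in the distal library, but their other genes had a median CPM ratio of 1.02 there. The later kit is argued against for the higher level in the distal library, because the other sorted libraries made with it had 0.649 CPM (0.520 to 0.801) at E14.5 and 0.605 CPM (0.509 to 0.713) at E16.5 proximal. The later version of the counting software and the segment itself stay open, since both differ between this library and the others.

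For SSM2GFP the ratio to tdTomato differed 4.23-fold over the 6 sorted libraries, which argues against misassigned tdTomato reads as its only source. Cells with an SSM2GFP UMI had more *Hic1* beyond counting error in 3 of the 6 libraries, those made with the v3 kit, with ratios of 1.37 at E14.5, 1.88 at E16.5 proximal and 2.06 at E16.5 distal. The v2 libraries had 20, 49 and 42 SSM2GFP UMIs, too few to decide. Transcription from the *Hic1* locus and another source therefore cannot be told apart for this sequence. The labels name no GFP allele for these mice, and no biological explanation was tested beyond the one above.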

How the results depend on the processing

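The ribosomal-gene and muscle-fibre alternatives, the clustering of sorted E11.5 cells with the whole limb libraries, and the alternatives for the other segment shares were chosen only after the result was seen. Of 64 alternative values for the main comparisons, 33 stayed within the counting interval or within 1.5 times the count and 31 moved further. Most of these values (shares, counts and ratios of CPM) cannot change sign. The fibroblast-like difference between the segments and the log2 ratio of *Hoxa13* can, and kept their sign under every alternative run for them. No paired analysis was possible because the sorted group has 1 library and the replicate numbers of the whole limb libraries have no partner in it.

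The number of genes differing at E11.5 (8046) was 4901 with DESeq2, of which 4885 were shared, and 4171 without a filter on low counts, of which 4170 were shared. The near balance of directions in the main test (50.3% higher in sorted cells) was not kept with DESeq2, where 2037 genes were higher and 2864 lower. Without the filter, 20146 genes were tested in place of 15059, but this was not the only change. The p-value of *Hoxd13*, for example, was far higher without the filter at nearly the same log2 fold change (-4.21 against -4.20). The cause of either difference was not tested. With limma-voom, all cells, all barcodes, a 5% mitochondrial limit or doublets removed, between 6967 and 8124 genes passed. Leaving out whole 1 or whole 2 leaves 1 library against 1, a value with no test and so no count of genes. For the 13 genes tracked through all alternatives (those named for their large changes, *Hic1* and *Aldh1a2*), all 117 values kept their direction, including all 26 values with a whole limb library left out. All 91 that came from a test passed the threshold (highest adjusted p 0.0182, over edgeR, DESeq2 and limma-voom), and the largest shift was 0.67 on the log2 scale, for *Hic1*.

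The fibroblast-like share at E16.5 proximal (24.1%) was 22.0% at resolution 0.5, 18.6% with each library clustered on its own, 32.0% with cells called by 3 markers, 53.3% with cells thinned before clustering and 53.2% with the clusters led by muscle fibre genes counted in. The distal minus proximal difference (-10.7 points) kept its sign at -6.47 (resolution 0.5), -4.72 (resolution 2), -12.2 (own clustering), -3.33 (3 markers), -11.8 (thinned), -12.0 (at least 1000 UMIs), -5.78 (doublets removed) and -9.61 (ribosomal-protein and predicted genes left out). The pericyte-like share (3.71%) was 1.43% with 3 markers, and the mitotic-like share at E11.5 (41.1%) was 0.379% clustered with the whole limb libraries, 21.9% with its own clustering, 35.5% with 3 markers and 39.2% at 1000 UMIs or more. The *Hic1* ratio of chondrocyte-like to fibroblast-like cells (0.131) was 0.0598 at resolution 2, 0.0474 with own clustering, 0.0889 with thinned cells and 0.0486 with doublets removed. Of 36 alternative values for the other segment shares (chondrocyte-, tenocyte-, pericyte- and mitotic-like), 8 changed sign, all for tenocyte-like cells. Their difference (5.12 points) was -1.96 at resolution 0.5, -0.514 with own clustering, -3.52 with 3 markers, -2.07 thinned, -2.09 at 1000 UMIs or more, -3.51 at a 5% mitochondrial limit, -2.03 with doublets removed and -1.15 with ribosomal-protein and predicted genes left out. The value of 0.379% follows from a cluster of 1125 sorted cells with as many mitotic as tenocyte markers that was named tenocyte-like. For the others, apart from the clusters counted in, the cause was not tested.

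The lower bound for *Dpt* (10.56) was 10.96 with TMM scaling, 8.70 thinned, 10.62 over all barcodes and 10.49 with doublets removed. It rests on 0 UMIs at E11.5 in each, so it follows the scaling and the number of UMIs counted. Over fibroblast-like cells alone it has no value, since E11.5 had none. The *Hoxa13* ratio (5.96) was 6.31 thinned, where the proximal library kept 13 UMIs. The share of sorted cells with a *Myod1*, *Myf5* or *Pax7* UMI (0.0739%) was 0.298% unthinned and 0.0486% at 1000 UMIs per cell, as more or fewer UMIs per cell give by construction. At 3000 UMIs per cell this share rests on 18 cells at E16.5 proximal and on between 1 and 4 cells in each of the other 5 sorted libraries, which limits comparisons among them.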

Other observations

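The test of *Rpl29* against *Gm10709* over the 8 libraries was set before its result was seen. The other tests in this part were chosen only after the result was seen.

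*Rps27* was 35.2 times higher in sorted than in whole limb cells over the 2 clusters that held both. Of these clusters 1 was erythroid-like, with 4 sorted cells, 28 of whole 1 and 11 of whole 2, so this ratio does not hold cell type alike. Among the larger clusters, the highest *Rps27* level in whole limb cells was 71.3 CPM and the lowest in sorted cells 1176 CPM. This argues against other cell types in the whole limb libraries as the reason. A shift of all cells of a library is what a difference in how the libraries were made or counted would give, and the gene may therefore be an artefact in the E11.5 comparison. The gene lies on chromosome 3 from 90212522 to 90213651 and may share reads with near-identical copies, which was not tested. *Rps12* was at 10.3 CPM in its highest E13.5 cluster and at 2172 CPM in its lowest E14.5 cluster. Library chemistry and stage changed together there and cannot be told apart.

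*Rpl29* (chromosome 9, 106429454 to 106431568) differed between libraries, from 9.01 CPM at E16.5 proximal to 540 CPM at E12.5. A counting difference alike for all cells of a library would leave about as many cells without a UMI as Poisson sampling gives. At E12.5, 37.8% of cells had no *Rpl29* UMI against 2.19% by Poisson sampling, and between 33.7% and 42.4% in each cluster, which argues against it as the only reason there. The share was also above the Poisson value at E11.5 (18.7% against 5.53%), in the distal library (14.5% against 0.760%), in whole 1 (48.6% against 29.5%) and, by less, at E14.5 (1.31% against 0.775%). It lay near that value at E13.5 (56.2% against 55.6%), at E16.5 proximal (83.11% against 83.07%) and in whole 2 (86.4% against 85.7%). In these 3 libraries a counting difference alike for all cells and a variant carried by all embryos cannot be told apart, since both leave cells without a UMI at the Poisson share. For the libraries above it, a candidate explanation is a variant of *Rpl29* carried by some of the pooled embryos, whose reads are counted for the pseudogene *Gm10709* (chromosome 9, 7751725 to 7752204). E12.5 cells without *Rpl29* had 11 times (9.80 to 12.3) the *Gm10709* CPM of cells of the same clusters with high *Rpl29*, while the ratio for *Gm10076* was 1.05. The ratio was 2.44 at E11.5, 1.85 in the distal library and 1.82 in whole 1. Over the 8 libraries, Spearman's rho of *Rpl29* and *Gm10709* was -0.333 (exact permutation p = 0.428, two-sided) and Pearson's r 0.00653 (exact permutation p = 0.982), or 0.263 without the 2 libraries farthest from the median, so that no relation was shown. This was the only pair tested. In the distal library, *Rpl29* was at 552 CPM in cells with *Xist* alone and at 172 CPM in cells with Y-linked genes alone. The direction was the opposite at E12.5 (484 and 593 CPM) and at E11.5 (377 and 423 CPM), so that *Rpl29* did not follow sex alike over these libraries. The labels name 1 strain for these mice, and no sequence was examined.

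The separation of sorted and whole limb cells at E11.5 did not rest on ribosomal-protein and predicted genes: with these left out of clustering, 85.6% of sorted cells were in clusters of at least 95% sorted cells. A shift of every cell of the sorted library is harder to exclude. The 2 mixed clusters, with under 95% of either kind, held 257 sorted and 107 whole limb cells. In 1 of them, which was erythroid-like, lay 4 sorted cells, 28 of whole 1 and 11 of whole 2. Cell type was therefore not alike within the mixed clusters, and what genes keep there cannot decide about such a shift. Genes at 50 CPM or more with a log2 fold change of at least 2 in size were examined within these clusters. The 19 such genes higher in sorted cells kept a median of 0.591 of their log2 ratio (quartiles 0.241 and 0.944), with 9 of them under and 10 over 0.5. The 13 lower in sorted cells kept a median of 0.570 (quartiles 0.119 and 0.771), with 6 under and 7 over 0.5. For the 6 genes with the largest decreases (*Hoxd13*, *Lhx2*, *Lmo2*, *Lhx9*, *Msx1* and *Msx2*), 2 (*Hoxd13* and *Lmo2*) had a mesenchymal whole limb cluster at or below the level of the sorted cells. The compared cells also differed in position, since the paper found tdTomato+ cells of E11.5 mostly in proximal fragments of cultured forelimbs. A library difference and a difference between the cells, their position included, cannot be told apart for these genes, because the sorted cells came from 1 library.

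The whole limb libraries, labelled as holding tdTomato+ cells too, held tdTomato UMIs in few cells. The methods of the paper give these limbs the same alleles as the sorted ones. If these were reporter-positive cells, some would have 3 or more UMIs as most sorted cells do, but 0 of 11146 had. Free RNA or misassigned reads may account for most of them. At equal depth, 1.66% (0.858 to 2.87) of the 725 myogenic-, epithelial-, endothelial- and erythroid-like whole limb cells had a tdTomato UMI. The share was 1.24% (1.03 to 1.47) of the 10353 other whole limb cells outside the mixed clusters, and 5 of 68 (7.35%, 2.43 to 16.3) of the other cells inside them, which stays open. The median depths before thinning were 11767, 8590 and 6446.5 UMIs. Flow cytometry, quoted above, counts fluorescent cells and is another measure over another denominator, so no direction is given.

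Epithelial-like cells of the E16.5 libraries, which the study removed as contaminating cells, carried the reporter. In the proximal library tdTomato CPM in epithelial-like cells was 0.661 of that in fibroblast-like cells, while *Pdgfra* was 0.0875. Free RNA or doublets with mesenchymal cells would lower both alike, so these values argue against them as the main source. At equal depth 88.9% of the epithelial-like cells had a tdTomato UMI. The distal ratios were 0.622 and 0.0447. *Hic1* was at 0.0881 (0.0687 to 0.112) of the fibroblast-like level in the proximal epithelial-like cells and had 0 UMIs in the distal ones. Its activity at E16.5 was therefore low in these cells. Whether the locus was active in them at the time of labelling or their sorting selected for fluorescence was not tested.

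The E16.5 proximal cluster led by muscle fibre genes had an *Acta1* UMI in 10.1% (9.08 to 11.3) of its cells at equal depth, against 1.40% (1.14 to 1.70) of the other cells outside epithelial-like clusters. This cluster was singled out by such genes, so the higher share restates the observation, and free muscle RNA stays open. Among the other clusters outside epithelial-like ones the share was highest in a mitotic-like (6.53%, 4.78 to 8.67) and a tenocyte-like cluster (3.50%, 2.25 to 5.16). It was 2.02% in another mitotic-like cluster and 0.467% (0.152 to 1.09) in the chondrocyte-like one. It was 0.615% and 0% in fibroblast-like, 0.520% and 0.292% in dermal fibroblast-like, 0.265% in pericyte-like and 0% in unnamed cells. The share was thus not alike among these clusters. Only 3 of the 2966 cells of the cluster led by muscle fibre genes had at least 3 myogenic markers. Doublets with muscle fibre fragments were not tested, and no biological explanation was tested.

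The rise of *Dpt* could have come from the part of the limb dissected at E16.5. The distal library, which holds the autopod that the proximal one lacks, was at least 1458-fold above the E11.5 floor, which argues against this. The change of kit between E13.5 and E14.5 is argued against as the source of the whole rise, because *Dpt* rose 7.59-fold (7.29 to 7.91) from E14.5 to E16.5 proximal, both made with the v3 kit. With the earlier kit it went from 0 UMIs at E11.5 to 33 at E13.5. For the step from E13.5 to E14.5, a ratio of 26.0 (18.5 to 37.9), chemistry and stage changed together and cannot be told apart.

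The early mesenchymal progenitor-like class drew 43.4% of its 4267 cells from E11.5 and 48.1% from E12.5. The study's populations were named from other clusters, so their shares, quoted above, have another denominator and no direction is given.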
